A study of Tristaniopsis glauca with 6 samples. Its data were reported in "Transcriptome data from three endemic Myrtaceae species from New Caledonia displaying contrasting responses to myrtle rust (Austropuccinia psidii)" (2019).

How the data were processed

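Leaf RNA of 6 plants of Tristaniopsis glauca from Bois du Sud was extracted with a CTAB protocol and sequenced as paired-end polyA-selected Illumina TruSeq libraries, 1 library per plant. The plants are separate individuals, so p-values measure the spread between plants. According to the study's methods, a plant counted as infected if it had shown rust symptoms at sampling or at an earlier inspection. Groups, leaf age and RNA integrity were taken from the labels, and plants are named V1, V2, V6 and V7 (infected replicates 1 to 4) and V3 and V4 (healthy replicates 1 and 2). The labels carry no replicate numbers, so these follow the order of deposit and pair no plants.

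The authors cleaned reads with cutadapt, mapped them with HISAT2 2.04 to the Eucalyptus grandis genome (Egrandis1_0), passed the alignments to StringTie with the RefSeq annotation, and filtered them with SAMtools. The versions are from the submitters' processing notes. The authors then deposited raw read counts per E. grandis gene. The tool that counted reads and its use of strand are not given in the sources used here, so overlapping and antisense genes are uncertain. The SAMtools filter asked for a mapping quality of at least 0, which by itself keeps reads with several equally good positions. The study's methods describe this step as removing such reads. Since the counting tool is not known, it is open whether they entered the counts. Mapping across species loses reads of genes that have diverged, so levels can be compared between plants and less well between genes. The PR-10 genes and the PR4-like chitinases are families of similar copies that can share reads, so single members are uncertain and their summed counts are given too. The authors deposited RPKM values, which equal the count divided by gene width and column total to within 4.5e-11. The deposited table of the authors' own comparison, made with edgeR 3.14.0, holds log2 fold changes between infected and healthy plants. It also holds the authors' deposited p-values with their FDR for 27013 genes. These genes are those with a CPM above 1 in at least 2 plants, whereas the study's methods state a summed CPM above 1 and expression in at least 2 samples. Refitting the counts with that filter, TMM and 1 common dispersion gave all 609 higher and 53 lower calls of the deposited table, with log2 fold changes within 1.94e-05.

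The main test was fixed before the data were examined. Genes were kept where CPM summed over the plants exceeded 1 and at least 2 plants had a read, which left 32623 of 43432 genes. Counts were scaled by TMM and tested with edgeR 4.0.16 (quasi-likelihood F test, R 4.3.3), infected against healthy, with no covariate and Benjamini-Hochberg adjustment. A gene was called at an adjusted p under 0.05 and a log2 fold change of at least 1 in size. CPM values are TMM-scaled. Standard errors are the log2 fold change divided by the root of F. The study's 28 common genes, all kept by the filter, were tested per gene and as a set with camera (preset correlation 0.01, and estimated) and fry from limma 3.58.1. Product names of these genes are those of the study. The other 25 gene lists, fixed by words in product names, were not used here, because the files do not pair gene identifiers with product names and no annotation was used.

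The rule for named genes took genes past the test with every infected plant on 1 side of both healthy plants, and all of the study's 28 genes. Since fewer than 8 genes passed, the genes with the smallest adjusted p were named instead and are said not to pass. At most 2 identifiers without a product name are given per direction, ordered by unadjusted p because the adjusted values were tied. Distances between plants used log2 CPM with a prior count of 2. Family sums were compared by an exact permutation test over the 15 ways to choose 2 of 6 plants, on log2(CPM + 0.1). Where both healthy plants had 0 reads, the fold was computed against 3 reads over the healthy group, and a plant with 0 reads of a gene was given the level of 3 reads in its own library. Where healthy plants had 1 to 3 reads, an exact Clopper-Pearson 95% interval was used. Intervals and floors cover counting error only.

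Replicates were checked for copies by a chi-square statistic of their counts. The closest pair, V3 and V4, gave 33.4 per degree of freedom, so each library was counted as 1 replicate. The tests were tested on simulated counts of the 32623 genes, with 200 of the more abundant genes changed. Infected and healthy plants were given the same spread per gene, and genes were drawn independently. For infected against healthy plants with the fitted spread, the quasi-likelihood test recovered 0% of genes changed 4-fold, 16-fold or 64-fold and made 0 false calls. The exact test with 1 common dispersion recovered 1.49%, 20.9% and 95.5% and made 135 false calls, and with no gene changed it made 85 false calls. With a low simulated spread the quasi-likelihood test recovered 94.0%, 100% and 100% and made 7 false calls.

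Alternatives were RLE and upper-quartile scaling, no filter and filterByExpr, exact tests with common and gene-wise dispersion, DESeq2 1.42.0, leaf age as a covariate, limma on log2(RPKM + 1) and log2(RPKM + 0.1), no minimum fold, an adjusted p under 0.01, and each plant left out in turn. Chosen after seeing the data were the filter of the deposited table with either test, limma voom with a spread per group, and a term for the RNA integrity class. The biological coefficient of variation per group, the root of the common dispersion, was also added then.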

Results

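Leaf transcripts were measured by RNA-seq in 6 individual plants of Tristaniopsis glauca, a tree of the myrtle family, growing wild at Bois du Sud in New Caledonia. The labels class 4 plants, V1, V2, V6 and V7, as infected and 2 plants, V3 and V4, as healthy. The infection is myrtle rust, a leaf and shoot disease of the myrtle family caused by the fungus Austropuccinia psidii. The labels give a young leaf for every plant except V2, whose leaf is labelled mature, although the study's methods describe taking the youngest leaves throughout. Reads were counted over 43432 gene models of Eucalyptus grandis, a related tree with a sequenced genome. Total counts were 10759102 in V1, 18865549 in V2, 19765025 in V6 and 17063678 in V7, and 15728750 in V3 and 14881212 in V4. Between 32568 genes in V2 and 33864 genes in V7 had at least 1 read. The RNA integrity number was 7.9 in V2 and V7 and between 8.2 and 8.4 in the other plants.

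The first comparison asked how the genes that the study lists as more abundant in infected plants of all its species were expressed in these 6 plants. The PR-10 family, small pathogenesis-related proteins that include the major allergen Pru ar 1-like genes and LOC104438326 (STH-2-like), had 11 members. Their counts scaled to library size (CPM) summed to 2529 ± 2612 (SD, n = 4) in infected plants and to 34.3 ± 19.2 (SD, n = 2) in healthy plants. The sum was 6154 CPM in V7, 2430 CPM in V2 and 1511 CPM in V1, while in V6 it was 22.0 CPM, between the 20.7 CPM of V3 and the 48.0 CPM of V4. Fitted log2 fold changes of the 11 genes were all positive, from 4.38 to 9.24 with a median of 6.02, and none passed the per-gene test. The median of the PR-10 genes was 5.14 without V7, and 6.78 without V4 over the 10 genes that kept a healthy read. The most abundant member, LOC104415206, had 1000 ± 1068 CPM (SD, n = 4) in infected plants against 15.8 ± 8.37 CPM (SD, n = 2) in healthy plants. LOC104415213 was the 1 member with every infected plant above both healthy plants, although V6, with 0.319 CPM, was close to the 0.197 CPM of V3.

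Chitinases, enzymes that cleave the chitin of fungal cell walls, had 8 members in the list. Their summed expression was 163 ± 215 CPM (SD, n = 4) in infected plants and 3.32 ± 1.27 CPM (SD, n = 2) in healthy plants. It was 474 CPM in V7, 138 CPM in V1 and 36.0 CPM in V2. V6, with 3.78 CPM, lay between V3 with 2.43 CPM and V4 with 4.22 CPM. The 8 fitted log2 fold changes lay between 4.81 and 6.33 with a median of 5.62, and none passed the per-gene test. Without V7 the chitinases lay between 2.61, for LOC104419011, and 4.79 with a median of 4.38. LOC104456214 (endochitinase PR4-like) had 39.3 ± 43.2 CPM (SD, n = 4) in infected plants against 0.715 ± 0.288 CPM (SD, n = 2) in healthy plants. LOC104456221 (chitinase 6-like) had 3 reads in the healthy plants together, and its pooled ratio of infected to healthy plants was 89.3 with a 95% exact interval of 30.4 to 434 for counting error. LOC104456221 was at 27.3 CPM in V7 and 0.266 CPM in V6, and its fitted log2 fold change was 6.33 with all plants and 4.37 without V7. In 3 of the 8 chitinase genes every infected plant was above both healthy plants.

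Both polyphenol oxidases, which oxidise phenolic compounds, had positive fitted log2 fold changes, 8.54 ± 2.96 (SE) for LOC104441046 and 7.20 ± 3.13 (SE) for LOC104428733. Without V7 these were 6.28 and 4.96, and without V4 LOC104428733 had 0 healthy reads, so no fold is given for it there. LOC104441046 reached 296 CPM in V7, 32.3 CPM in V2 and 19.4 CPM in V1, against 0.266 CPM in V6 and at most 0.320 CPM in a healthy plant. The 2 homologs of 1-aminocyclopropane-1-carboxylate oxidase, the last enzyme of ethylene synthesis, summed to 98.4 CPM in V7, 18.2 CPM in V2, 4.6 CPM in V1 and 0.107 CPM in V6. In V3 these homologs had 0 reads, which allows up to 0.191 CPM per gene before TMM scaling, and in V4 they summed to 1.34 CPM, above V6. Lichenase (LOC104450568), a glucanase, had 44.1 ± 73.7 CPM (SD, n = 4) in infected plants and 0.417 ± 0.405 CPM (SD, n = 2) in healthy plants. Lichenase was at 154 CPM in V7, 20.6 CPM in V1, 1.89 CPM in V2 and 0.107 CPM in V6, below both healthy plants, and its fitted log2 fold change was 6.69 with all plants and 4.14 without V7. The miraculin-like gene LOC104425880 had 0 reads in both healthy plants and was at least 91.4-fold higher in infected plants, computed against a floor of 3 reads over the healthy group. Without V7, which had 31.7 CPM, the bound for LOC104425880 was at least 13.3-fold, and V6 with 0.0532 CPM was under the floor of 0.0972 CPM. Cationic peroxidase (LOC104430480) had 3 healthy reads and a pooled ratio of 55.5, with a 95% exact interval of 18.8 to 270 for counting error. The peroxidase had 17.0 CPM in V7 and 4.51 CPM in V1 but 0 reads in V2 and V6, and its fitted log2 fold change was 5.69 with all plants and 3.82 without V7. Both polyphenol oxidases, both oxidase homologs, lichenase, the miraculin-like gene and the peroxidase missed the per-gene threshold.

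Infected plant V6 stood apart from the healthy plants in 2 genes of the list. WRKY31 (LOC104445691), a transcription factor of a family that regulates defence genes, was at 20.2 CPM in V6, 14.7 CPM in V1, 9.58 CPM in V2 and 186 CPM in V7, and at 0.656 and 1.34 CPM in the healthy plants. Its fitted log2 fold change was 5.84 ± 1.74 (SE), and 3.91 without V7. The uncharacterized gene LOC104422218 was at 37.4 CPM in V6 and 114 CPM in V7, and at 2.62 and 2.75 CPM in the healthy plants, with a fitted log2 fold change of 4.07 ± 1.14 (SE), and 3.07 without V7. These 2 genes were singled out after their values were seen, and neither passed the per-gene test.

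**Figure D1:**
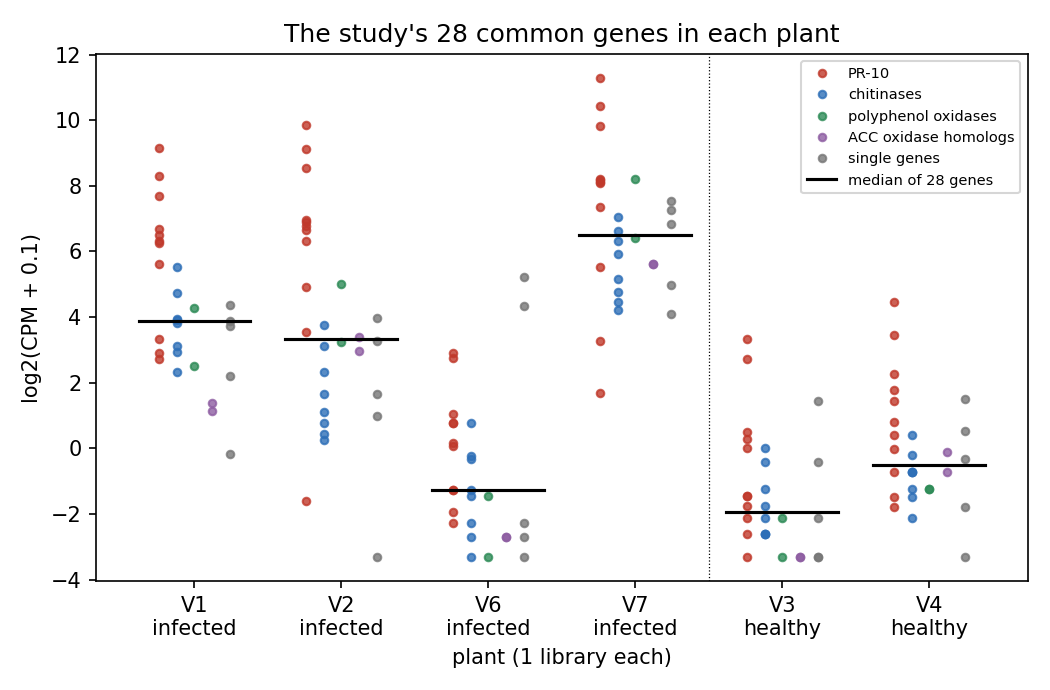
Expression of the study's 28 common genes, as log2(CPM + 0.1), in each of the 6 plants, with 1 point per gene coloured by family and a bar at the median of the 28 genes. The median over the healthy mean, in log2 CPM, was 7.20 in V7, 5.04 in V1, 4.74 in V2 and -0.142 in V6.

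All 28 common genes had a positive fitted log2 fold change, with a median of 5.82, which was also 5.82 with the miraculin-like gene at its bound. The median was 4.51 without V7, and 4.36 with a term, added after seeing the data, for the RNA integrity class that V2 and V7 share. On log2(RPKM + 1) and log2(RPKM + 0.1) it was 2.86 and 3.98. Without V4 the median was 6.59 over the 22 genes that kept a healthy read. V7 was the highest plant for 27 of the 28 genes. In 7 of the 28 genes all 4 infected plants were above both healthy plants. V6 was above both by at least 1 log2 and 3 times the healthy difference in only 2 of the 28. All 4 infected plants were above both healthy plants for 8.07% of all genes, and chance gives 6.67%. Neither share is a baseline for a list chosen partly on these samples. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0 of the 28 genes passed, each with an adjusted p of 0.765, and 19 had an unadjusted p under 0.05. Adjusted over the list alone, 0 of the 28 genes passed and the smallest adjusted p of edgeR's test was 0.0623. DESeq2 called 17 of the 28 genes. Because the study chose the list partly on these samples, neither the direction nor the count adjusted over the list alone is independent evidence. The same holds for the set tests and the permutation test that follow. As a set, the 28 genes were higher than other genes in camera with a preset correlation (p = 2.95e-19), and not with an estimated correlation (p = 0.102), which was 0.812 between the genes. The rotation test fry, from limma and not a permutation test, gave p = 0.159. Without V6, camera gave p = 0.0455 with an estimated correlation and fry gave p = 0.0424, while without any 1 of the other plants these values were at least p = 0.081 and p = 0.175. The values without V6 are not evidence for the set, because V6 had been seen at the healthy level of these genes. A two-sided exact permutation test of the log2 of the summed CPM gave p = 0.133 for all 28 genes. That is the smallest p that 2 plants against 4 allow. The same exact permutation test gave p = 0.267 for the PR-10 genes and for the chitinases. Summed over the 28 genes, V6 had 83.96 CPM and V4 had 59.15 CPM. WRKY31 and LOC104422218 gave 20.2 and 37.4 CPM of the sum in V6, against 1.34 and 2.75 CPM in V4. By the median gene V6 lay below V4, at -0.142 against 0.568 in log2 CPM over the healthy mean. The result for the summed CPM therefore does not show that the list as a whole separates the groups.

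The second comparison asked which of all genes differed between infected and healthy plants. The smallest p-values among lower genes belonged to LOC104430323, with 4.87 ± 2.23 CPM (SD, n = 4) in infected plants and 86.7 ± 12.4 CPM (SD, n = 2) in healthy plants, and to LOC104428468, with 1.46 ± 0.714 CPM (SD, n = 4) and 19.8 ± 2.07 CPM (SD, n = 2). Their fitted log2 fold changes were -4.15 ± 0.57 (SE) and -3.75 ± 0.63 (SE). Among higher genes, LOC104453100 had 12.8 ± 5.75 CPM (SD, n = 4) in infected plants and 0.745 ± 0.0323 CPM (SD, n = 2) in healthy plants, and LOC104433117 had 19.6 ± 5.33 CPM (SD, n = 4) and 3.24 ± 0.334 CPM (SD, n = 2). The fitted log2 fold changes of LOC104453100 and LOC104433117 were 4.09 ± 0.74 (SE) and 2.59 ± 0.50 (SE). All 4 infected plants lay on 1 side of both healthy plants for each of these 4 genes. None of the 4 genes passed, since edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment gave each an adjusted p of 0.765, and the files do not pair their identifiers with product names. DESeq2 called all 4, with adjusted p from 3.83e-06 to 0.00014, and edgeR's exact tests with gene-wise or common dispersion called LOC104430323 and LOC104428468. With the deposited table's filter, the exact test with common dispersion also called LOC104453100, with an adjusted p of 0.048. Over all alternatives, with edgeR, limma and DESeq2, the adjusted p of the 4 genes ranged from 3.83e-06 to 1.

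Of 32623 genes tested with edgeR's quasi-likelihood test, 0 were called higher and 0 lower in infected plants. At an unadjusted p under 0.05 there were 1629 genes, 1206 higher and 423 lower, against 1631 that chance alone gives. This count moved with the setting. It was 4268 in voom with a spread per group, 3563 in DESeq2 and 1098 with the RNA integrity class as a term. It was 2747 without V1, 1587 without V2, 2881 without V6 and 882 without V7. Its closeness to 1631 therefore does not show that no gene differed. All 4 infected plants were above both healthy plants in 8.07% of genes and below them in 9.97%, where chance gives 6.67% each. DESeq2 called 298 genes higher and 29 lower, and edgeR's exact test with gene-wise dispersion called 1 higher and 9 lower. The authors' deposited table, made with 1 dispersion for all genes, holds 609 genes higher and 53 lower at its FDR threshold of 0.05, and all 28 common genes are among them. V7 was the highest plant for 51.2% of the 609 higher genes of the authors' deposited table, against 17.7% of all genes in that table, and V6 did not exceed both healthy plants in 48.8%. The 609 genes were called for a high infected mean in these same counts, so 17.7% is not a baseline for them. V2 and V7 were the highest pair for 427 of the 609, which is 70.1%, and no such share over all genes is given here. For 47 of the 53 lower genes of the authors' deposited table, which is 88.7%, all 4 infected plants were below both healthy plants, while they were all above for 220 of the 609 higher genes, which is 36.1%. A high infected mean can come from few plants, while a low mean needs all 4 to be low. The difference between these shares is therefore partly built into the calls, which the authors' procedure made on these same counts. The same procedure without V7 called 228 genes higher and 18 lower, and without either V3 or V4 it called 0 genes. It called 938 higher and 197 lower without V1, 924 and 53 without V2, and 995 and 303 without V6. In simulated counts with the fitted spread, the quasi-likelihood test recovered 0% of genes changed 64-fold, so a count of 0 does not show that genes were unchanged. The simulation gave both groups the same spread per gene, whereas the biological coefficient of variation was 0.874 in infected and 0.409 in healthy plants. Its 0% is therefore not a measure of power in these plants.

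The third comparison asked whether plants of 1 class resembled each other. The healthy plants V3 and V4 were the closest of the 15 pairs, with a leading log2 fold change distance of 4.17 over the 500 most different genes. The 6 pairs of infected plants were 6.73 ± 0.797 (SD) apart and the 8 pairs of an infected and a healthy plant 6.09 ± 1.40 (SD). V1 was nearer to V4, at 4.31, than to any infected plant, and V6 was nearer to V4, at 5.18, than to any infected plant. V2 and V7 were nearest to each other, at 5.69. The biological coefficient of variation was 0.874 among the 4 infected plants and 0.409 between the 2 healthy plants, and 0.804 among the 3 infected plants with young leaves. With 1 healthy pair, the distances were not tested.

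**Figure D2:**
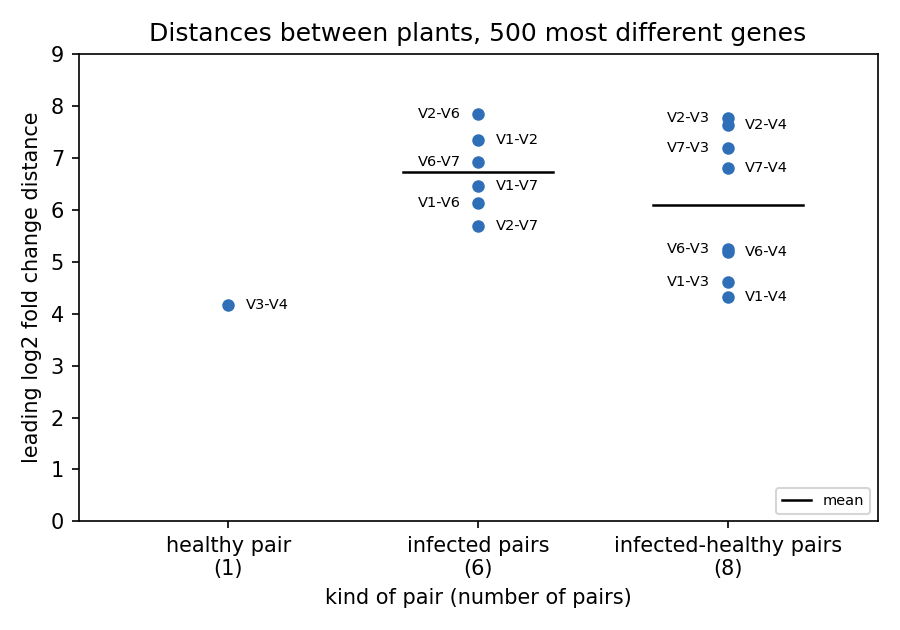
Leading log2 fold change distance, the root mean square of the 500 largest log2 CPM differences, for each of the 15 pairs of plants by kind of pair, with a bar at the mean of a kind. The healthy pair lies lowest at 4.17, and infected pairs lie between 5.69 and 7.85.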

Values the study reported

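For T. glauca from Bois du Sud mapped to the E. grandis genome, the study reported 662 differentially expressed genes among 27,014, which is 2.45%. Of these, 609 were more abundant and 53 less abundant in infected plants. Across its species the study counted 33 shared genes with higher expression in infected plants, 28 of them with a known product. It placed the Pru ar 1-like genes on scaffold0008, for example LOC104415200 at 57981077 to 57981765 and LOC104415213 at 58084821 to 58085687. The chitinase genes LOC104456214 and LOC104456223 were placed on the same scaffold at 4453707 to 4454827 and 4553763 to 4554816, and the WRKY31 gene on scaffold0005 at 69013730 to 69016591.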

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

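Among 40 values tested for 1 infected plant far from the other 3, 3 stood out, where chance flags about 1 in 20. For the PR-10 gene LOC104415205, V6 was far below the other infected plants in log2 CPM, with 1.60 CPM against 80.2 CPM or more, a gap of 0.842 of the whole range. For LOC104433117, V2 was lower than the other infected plants, with 11.8 CPM against 21.2 CPM or more, a gap of 0.831 of the range. The 10 most abundant genes took 7.70% of the counts in V2 and at most 3.99% in the other infected plants, a gap of 0.896 of the range.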

How the results depend on the processing

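The filter of the deposited table, voom with a spread per group and the RNA integrity term were chosen after seeing the data. The count of 0 genes higher and 0 lower held with RLE or upper-quartile scaling, no filter, filterByExpr, leaf age or RNA integrity class as a term, limma on both RPKM scales, voom with a spread per group, the deposited table's filter, no minimum fold, the stricter adjusted p, and each plant left out, which gave 0 in every case. It did not hold under the exact test with common dispersion (485 higher, 79 lower), the exact test with gene-wise dispersion (1 and 9), DESeq2 (298 and 29), or the deposited table's filter with common dispersion (609 and 53). The cause was not tested in DESeq2 and the gene-wise exact test, and the common dispersion is weighed among the other observations. All 32 named genes kept their direction in 640 combinations of gene and alternative, 82 of them past the threshold. The study chose 28 of these genes partly on these samples, and the others were named for their small p under these labels. Since the alternatives refit the same plants, the kept direction is not independent evidence. The set test of the 28 common genes passed under camera with RLE scaling, leaf age or the deposited table's filter, and with each plant left out (p from 6.19e-39 to 1.24e-10). It was not past the threshold with an estimated correlation (p = 0.102), in fry (p = 0.159) or in fry in either direction (p = 0.164), where the correlation of 0.812 between the genes enters. The median log2 fold change of the 28 genes was 5.82 in the main test, 2.86 on log2(RPKM + 1) and 3.98 on log2(RPKM + 0.1). It was 4.36 with the integrity class as a term, 4.37 in voom and 4.51 without V7. Without V4 it was 6.59 over the 22 genes that kept a healthy read. The cause was not tested. The median of all genes was 0.121 in the main test and 0.0124 and -0.0172 on the RPKM scales. Over all genes kept in place of 500, the distances were 1.01 for the healthy pair, 1.88 for infected pairs and 1.70 for mixed pairs, lower since less different genes enter. With V3 or V4 left out, the lone healthy plant is assumed to vary like the infected plants. No paired analysis was possible because the labels carry no replicate numbers, and those used here only name the plants. The gene lists based on product names were not run.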

Other observations

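The tests of leaf age, the depth of V6 and a swap of labels were chosen only after the result was seen. The thinning test of depth for V2 and V7 was written down before its own result but after the pattern was seen, in place of earlier tests of depth that decided nothing. The balance of the defence families differed between infected plants. In V2, labelled as a mature leaf, the PR-10 sum was 67.6 times the chitinase sum, against 11 in V1, 13 in V7, 5.83 in V6, 8.54 in V3 and 11.4 in V4. V2 had 2430 CPM of PR-10 transcripts, more than the 1511 CPM of V1, and 36.0 CPM of chitinase transcripts, fewer than the 138 CPM of V1.

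The count of genes called here was 0 in the quasi-likelihood test at the study's stated thresholds. That is lower than the values quoted from the study above. From multidimensional scaling plots on both of its references, the study describes infected plants of this population as alike and the others as scattered. In the pairwise distances here, from the E. grandis counts alone, the healthy pair was the closest of all pairs. The distances follow the measure of edgeR's multidimensional scaling plot, though the study does not state which distance or genes its plots used. Infected pairs lay 5.69 to 7.85 apart and the healthy pair 4.17 apart, which for these counts goes against the study's description.

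The procedure of the study, with the filter of its deposited table, called 662 genes, while the gene-wise quasi-likelihood test called 0. The called genes had a median gene-wise dispersion of 1.534, above the common dispersion of 0.577, so the common value may understate their spread. The median of all genes was 0.3895, below the common value. The called genes were chosen on these same counts, so their dispersion is not independent of the calls. Leaving out V7 removed 62.8% of the calls. With only 15 splits of the plants into 2 and 4, no share under 0.05 can be reached: 3 splits gave as many calls, the labelled one with 662 included, and the highest other gave 5405. That split sets V2 and V7 against the rest, which points to a structure of the samples, and for it the quasi-likelihood test called 3877 genes.

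V2 and V7 resembled each other more (r = 0.865 across genes) than V7 resembled V1 (r = 0.788) or V6 (r = 0.777). The log2 ratio of V2 and V7 to the other plants had Spearman's rho of 0.031 with gene width across genes, which argues against a length-dependent loss of RNA at their integrity number of 7.9. With every library thinned to 10759102 counts, V7's r with V2 still exceeded its r with V1 and V6 by 0.0715 (mean of 20 draws), close to the 0.0766 before, which argues against depth as the whole cause. The labels give V2 a mature and V7 a young leaf, so leaf age as labelled is not something they share, while the excess of 0.0766 restates the pattern and a wrong age label stays open. A difference in the stage or severity of infection remains open, and no biological explanation was tested.

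V6 was labelled infected but lay at the healthy level over the 28 common genes, with a median of -0.142 in log2 CPM from the healthy mean. Its library was the deepest (rank 1 for library depth of V6), which argues against lost counts. A swap with a healthy plant cannot be told apart: the higher healthy plant lay only 0.709 above V6 in median log2 CPM, but the list was chosen partly for low values in the healthy plants, and although V3 and V4 were the closest pair at 4.17, infected V1 was about as close to V4 at 4.31. A single wrong label for V6 also cannot be told apart from a plant infected at another time: 2 of the 28 genes, WRKY31 and LOC104422218, were above both healthy plants by at least 1 log2 and 3 times the healthy difference, fewer than the 5 set as the bound. A plant sampled after its symptoms had passed may be 1 candidate explanation, and was not tested.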
